A study of Mus musculus with 5 samples.

How the data were processed

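Single-cell RNA was measured in 5 lungs, 2 Zswim8 Het and 3 Zswim8 KO per the labels, with 1 library per embryo at stage E18.5. The deposited values are whole-number UMI counts per gene and barcode, made by the authors with Cell Ranger 4.0.0 per the file headers. The build and annotation used by the authors are not stated, nor is the filter on barcodes. The files held 32285 genes, and 38 symbols were shared by more than 1 gene, so genes were joined by Ensembl ID. Of these IDs, 32158 matched GENCODE M21, from which coordinates (GRCm38, counted from 1) and 3′ UTR sequences were taken. The plan named the annotation and the genome for the 3′ UTRs, but the annotation's transcript sequences were used. The longest 3′ UTR among protein-coding transcripts was kept for 20869 genes, and a stop codon lay just before it in 100% of transcripts.

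Barcodes with at least 500 genes and at most 15% mitochondrial UMIs were kept, 4820, 4204, 3129, 3324 and 4014 for Het1, Het2, KO1, KO2 and KO3. Doublets were scored against simulated doublets (2 per barcode, 20 principal components), and the highest scores were removed at 0.8% per 1000 cells, which removed 186, 141, 78, 88 and 129 barcodes. Total UMIs were 93708304, 83659532, 56608582, 71749925 and 85380967 in the same order. Red-cell barcodes, with over 50% haemoglobin UMIs and under 500 genes, made up 48.7%, 40.7%, 21.4%, 44.4% and 35.7% of the barcodes. Counts were scaled to 10000 per cell and logged, and 2000 variable genes were chosen without sex-linked, mitochondrial, haemoglobin and Zswim8 genes. Cells were clustered on 30 principal components and 15 neighbours by the Leiden method at resolution 1.

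Clusters were named from marker lists written before the data were examined. A marker counted when found in at least 20% of a cluster's cells with a log2 fold above 0.5. A class needed at least 3 such markers, a mean log2 fold above 1 and no other class with more markers among the top 10 genes. Clusters led by another lineage's markers, or of depth under 0.333 of the median with no top marker, stayed unnamed. Details of this rule were set after the clusters were seen. A name such as AT2-like means that the markers were found, and a difference from the study may come from these rebuilt names. The 14 unnamed clusters held 38.8% ± 1.03 (SD, n = 2) of Het and 33.3% ± 1.57 (SD, n = 3) of KO-labelled cells.

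Cells are not replicates, so UMIs were summed per library over all kept cells, over each of 4 lineages and over each class with at least 100 cells in every library. The sums were compared with edgeR quasi-likelihood fits (TMM scaling, low-count filter, two-sided, Benjamini-Hochberg adjusted p under 0.05). CPM used the TMM-scaled library sizes for single genes. Genotype by lineage terms used the library as a block. Shares of cells were fitted with edgeR on cell numbers of items with at least 20 cells, with an exact permutation test beside them that cannot go below 0.1. The 7 lists were tested with limma camera and fry. Seed sites of 7 nucleotides were compared by the median log2 fold change against up to 100 random 7-mers of the same base composition. Mixed cells were those with UMIs of at least 3 markers of another lineage.

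The genes named in each fit were set by a rule before the data were examined: of the genes past the threshold whose groups did not overlap and whose higher group had a mean of at least 10 CPM, the 5 with the largest change in each direction in the whole library, the 3 in each lineage and the 1 in each class. Sex-linked, haemoglobin and mitochondrial genes and the tested class's markers were left out. Zswim8 and members of the list of trigger or host transcripts past the threshold over the list alone were added. Emp2 and Rcsd1, and in the classes Fbn2, Srxn1 and Btg2, were chosen after their values were seen.

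Alternatives were DESeq2, library size alone, other low-count filters, doublets kept, at least 1000 genes with at most 10% mitochondrial UMIs, other Leiden resolutions (0.5 and 2), TMM on cell numbers, erythroid or immune cells left out, all barcodes as deposited, a replicate block, and each library left out. The sex covariate, mixed cells left out, called genes left out of the clustering and the adjustment for 3′ UTR length and GC content were chosen after seeing the data. Red-cell barcodes and others under 500 genes or over 15% mitochondrial UMIs entered the comparisons only in the whole-library fit on all barcodes.

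The steps were tested on simulated data with 200 genes changed by a log2 value of 1. The whole-library fit recovered 67.8% of these with 9 false calls among 17496 genes, and the fits of the lineages from 67.5% to 72.0% with 11 to 15 false calls. The fits of the classes recovered from 57.7% to 76.8%, with 8 to 20 false calls. With no change, 0 to 8 genes were called per fit. The test of genotype by lineage terms recovered 41.5% with 23 false calls among 16403 genes. False calls made up 6.25% of the calls in the whole library, 7.86% to 10.1% in the lineages, 6.56% to 13.7% in the classes and 21.7% in the test of genotype by lineage terms, all above the 5% aimed for. A list shifted by 0.5 was found by camera and by fry with 0 false calls among lists of 14797 genes. A seed effect of -0.1 gave a median difference of -0.0932 (12752 genes, 1811 with a site). Of 100 changed shares (a log2 value of 2 in 20 runs over 37 classes), 72% were recovered with 9 false calls (11.1% of the calls), and 1 was called with no change. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Matrix 1.6.5.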

Results

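Droplet-based 3′ single-cell RNA counts were collected from dissociated whole lungs of 5 mouse embryos at stage E18.5. Per the labels, 2 embryos were heterozygous for Zswim8 (Het1 and Het2) and 3 were homozygous for the knockout (KO1, KO2 and KO3), with 1 library per embryo. Zswim8 encodes an adaptor of a ubiquitin ligase that acts in the decay of microRNAs directed by trigger transcripts. The deposited tables held 13539 and 10297 barcodes for Het1 and Het2, and 8722, 8949 and 8848 barcodes for KO1, KO2 and KO3. Their total depth was 93708304 unique molecular identifiers (UMIs) for Het1, 83659532 for Het2, 56608582 for KO1, 71749925 for KO2 and 85380967 for KO3. Filtering kept 4634 and 4063 cells of Het1 and Het2, and 3051, 3236 and 3885 cells of KO1, KO2 and KO3. Per kept cell, the median was 10444.5 and 11522 UMIs in Het1 and Het2, and 9703, 11278 and 12676 UMIs in KO1, KO2 and KO3. Both Het libraries and KO3 came from male embryos by their Y-linked UMIs. KO1 and KO2 came from females, with Xist at 1001 and 1049 CPM (counts scaled to a common library total) against at most 0.26 CPM in the other 3 libraries. No batch or date is stated by the labels. The female embryos all lie in the KO group, so the sex of the embryos is partly confounded with the genotype. With sex as a covariate the genotype term therefore compares KO3 alone with the 2 Het libraries. A call lost with that covariate may reflect the fewer libraries, and it does not show that sex was the cause.

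The level of the targeted gene was measured first. Zswim8 (ENSMUSG00000021819, GRCm38 chromosome 14, 20707552 to 20723619, plus strand, protein-coding) was measured at 37.1 and 38.3 CPM in Het1 and Het2, and at 38.1, 38.8 and 40.2 CPM in KO1, KO2 and KO3, with all kept cells of a library summed. Its mean was 37.7 CPM ± 0.84 (SD, n = 2) in Het and 39.0 ± 1.06 (SD, n = 3) in KO. The log2 fold change was 0.05 with a standard error (SE) of 0.06 and an edgeR adjusted p of 0.603. It ranged from 0.02 to 0.07 when each library was left out in turn. The level of Zswim8 transcripts was therefore not lower in the libraries labelled KO. The labels do not state the allele or the transcript it leaves, and counts from the 3′ end do not show whether a transcript is intact, so this level neither supports nor contradicts the labels. Every direction given here rests on the labels alone. Libraries are called KO-labelled for this reason, and higher or lower means in KO-labelled against Het libraries.

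The first comparison asked which genes differed between the genotypes when all kept cells of an embryo were summed. Of 17721 genes tested, 680 passed an edgeR adjusted p of 0.05, of which 176 were higher and 504 lower in the KO-labelled libraries. At an unadjusted p under 0.05 there were 4496 genes. All 680 genes separated the groups without overlap. Among all genes tested the share that did so was 46.8%, where chance gives 20%. The share of higher genes among the calls was 25.9%, and it was 36.6% with scaling by library size alone and 36.1% with DESeq2. DESeq2 gave 2111 genes, and the sex of the embryo as a covariate left 0 (2571 at an unadjusted p under 0.05). Without KO3 the count was 146, and without KO2 it was 307.

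Here and below, the largest changes are those among called genes without overlap of the groups and with a mean of at least 10 CPM in the higher group, sex-linked, haemoglobin and mitochondrial genes and markers of the tested class left out. The 5 genes with the largest rise were Crh, Ccl24, Ms4a7, Col18a1 and Slc40a1, with log2 fold changes from 1.16 to 1.92. Crh (ENSMUSG00000049796, chromosome 3, 19693401 to 19695396, minus strand) went from 5.47 CPM ± 0.60 (SD, n = 2) to 20.8 ± 6.30 (SD, n = 3), with a log2 fold change of 1.92, SE 0.26 and an edgeR adjusted p of 0.0242. The largest falls were those of Scgb3a1, Atp6v0d2, Car4, Igkc and Retnla, with log2 fold changes from -4.08 to -2.49. Atp6v0d2 (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605, minus strand) went from 17.1 CPM ± 2.74 to 1.17 ± 0.63, a log2 fold change of -3.81 with SE 0.37 and an edgeR adjusted p of 0.0178. Car4 (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044, plus strand) went from 77.1 CPM ± 5.43 to 8.26 ± 3.63, a log2 fold change of -3.20. Without KO3 the edgeR adjusted p was 0.0590 for Crh, 0.0661 for Ccl24 and 0.0542 for Car4. Without KO2 it was 0.0505 for Ccl24 and 0.0621 for Scgb3a1. Igkc lost its call when any KO-labelled library was left out, with adjusted p-values from 0.0646 to 0.0743. With the sex of the embryo as a covariate none of these 10 genes passed (adjusted p of 0.139 or more), and all kept their direction.

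Cells were then grouped into lineages by markers, and their UMIs were summed per embryo to ask in which lineage genes differed. The epithelial sums held 323 to 895 cells and 7887927 to 18594391 UMIs per library. The endothelial sums held 285 to 431 cells and 3647052 to 5364675 UMIs, the mesenchymal sums 590 to 890 cells and 7562986 to 12806329 UMIs, and the immune sums 1118 to 2331 cells and 14343371 to 28605754 UMIs. In the epithelial sums, 955 of 15028 genes passed (335 higher, 620 lower; 3625 at an unadjusted p under 0.05). The count was 423 without KO2. With cells that held markers of another lineage (mixed cells) left out, 157 genes passed, of which 138 were among the 955. In the endothelial sums, 592 of 11830 genes passed (163 higher, 429 lower; 2393 unadjusted). That count was 291 without KO3, 957 without KO2 and 131 with the sex covariate. In the mesenchymal sums, 1 of 13867 genes passed (1715 unadjusted), which was lower. Leaving out KO1 or KO2 gave 0 genes (1518 and 1110 unadjusted), and leaving out KO3 gave 12. DESeq2 gave 133 genes there, 31 of them higher. In the immune sums, 1162 of 13923 genes passed (474 higher, 688 lower; 3208 unadjusted). Without KO2 that count was 710. Library size alone as the scaling turned the immune split to 669 higher and 401 lower, 62.5% against 40.8% higher. All called genes of these lineages separated the groups. Of the genes tested, 43.6% did so in the epithelial, 38.3% in the endothelial, 31.0% in the mesenchymal and 42.1% in the immune sums, against 20% by chance.

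In the epithelial sums the largest rises were those of Fbn2, H19 and Zmynd15. Fbn2 (ENSMUSG00000024598, chromosome 18, 58008623 to 58210487, minus strand) went from 98.3 CPM ± 13.6 (SD, n = 2) to 386 ± 24.3 (SD, n = 3), with a log2 fold change of 1.97, SE 0.12 and an edgeR adjusted p of 0.000752. H19 rose by 1.97 and Zmynd15 by 1.82 on the log2 scale. The largest falls were those of Scgb3a1 (-4.22), Car4 (-3.73) and Tmem100 (-2.61). In the Het libraries, mixed cells held 85.0% and 85.7% of the epithelial UMIs of Scgb3a1, 95.2% and 96.2% of those of Car4, and 95.6% and 96.5% of those of Tmem100, so these falls do not describe cells with epithelial markers alone. The 3 genes that rose had 46.8% to 61.5% of their Het UMIs in mixed cells. Of all epithelial UMIs, mixed cells held 49.8% in Het1 and 55.0% in Het2. Their median depth was 44873 and 44528 UMIs there, against 9096 and 10292 in the other epithelial cells, so being mixed was not separated from depth. Scgb3a1 is itself a marker of secretory-like cells, so its place in mixed cells does not show a source outside the epithelium. Without KO2 the edgeR adjusted p of Tmem100 was 0.0882.

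In the endothelial sums the largest rises were those of Thy1 (2.12), Rgs16 (2.08) and Flrt3 (2.06). With KO1 left out the edgeR adjusted p was 0.0701 for Thy1 and 0.0654 for Flrt3. With KO3 left out it was 0.0966 for Thy1, 0.0668 for Rgs16 and 0.0757 for Flrt3. With mixed cells left out Thy1 rose by 0.92 and did not pass (edgeR adjusted p 0.158). Thy1 was also among the top genes of the lymphatic-like cluster, which is part of the endothelial sums. That cluster held 10 and 5 cells in Het1 and Het2, and 33, 20 and 29 in KO1, KO2 and KO3. The rise of Thy1 and that of the number of such cells were not separated. Mixed cells held 39.6% and 41.4% of the Rgs16 UMIs in Het1 and Het2, and 76.4%, 44.1% and 86.2% in KO1, KO2 and KO3. For Flrt3 they held 45.5% and 57.1%, and 51.5%, 45.2% and 84.1%. Mixed cells are therefore not excluded as the source of a part of these 2 rises. Thy1 (0.0935), Rgs16 (0.0771) and Krt80 (0.0590) did not pass with the sex covariate. The largest falls were those of Car4, Krt80 and Tex14. Car4 went from 135 CPM ± 14.2 (SD, n = 2) to 5.50 ± 3.18 (SD, n = 3), a log2 fold change of -4.54 with SE 0.30 and an edgeR adjusted p of 0.000192. Krt80 fell by 3.76 and Tex14 fell by 3.67 on the log2 scale. Car4 is also a marker of aerocytes, a capillary cell type, and the falls of aerocyte markers and of the number of such cells were not separated.

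The 1 gene of the mesenchymal sums was Wif1 (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650, plus strand). It went from 37.5 CPM ± 2.98 (SD, n = 2) to 10.3 ± 1.63 (SD, n = 3), a log2 fold change of -1.86 with SE 0.14 and an edgeR adjusted p of 0.0317. Without KO1 the adjusted p was 0.0819 and without KO2 it was 0.257, with log2 fold changes of -1.73 and -1.88. It was 0.535 with the sex covariate. In the immune sums the largest rises were those of Ccl24 (1.60), Ms4a7 (1.59) and Igf1 (1.57), and the largest falls those of Atp6v0d2 (-4.23), Fabp4 (-3.22) and Car4 (-2.77). Atp6v0d2 went from 33.6 CPM ± 3.44 to 1.58 ± 1.18, with SE 0.31 and an edgeR adjusted p of 0.000573. These 6 immune genes passed in each fit that left out 1 KO-labelled library and with the sex covariate. Car4 and Atp6v0d2 were also among the top genes of an immune cluster led by Spp1, Wfdc17 and Car4. It held 163 and 170 cells in Het1 and Het2, and 1, 16 and 24 in KO1, KO2 and KO3. The falls of these 2 genes and of the number of such cells were not separated. Ms4a7 was among the top genes of a macrophage-like cluster. Macrophage-like cells made up 5.09% of Het and 10.6% of KO-labelled cells. None of Ccl24, Ms4a7 and Igf1 was among the 119 genes that passed in macrophage-like cells. For these rises a different mix of immune classes was not separated from a change within cells.

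Cell classes with at least 100 cells in every library were tested in the same way. In AT2-like cells (alveolar epithelial type 2 markers), 1809 of 13369 genes passed (675 higher, 1134 lower), with 1190 without KO2 and 404 with the sex covariate. Leaving out mixed cells gave 1367 genes, of which 803 were among the 1809, and 91.5% of the 1809 that were still tested kept their direction. At Leiden resolution 2 it was 1544 genes, 897 of them shared and 87.3% with the same direction. The class pooled a cluster led by Slc34a2, Cldn18 and Sftpc and another led by Retnla, Lyz1 and S100g. The former held 121 and 124 cells in Het1 and Het2, and 99, 119 and 172 in KO1, KO2 and KO3. The latter held 212 and 127, and 34, 34 and 74. A different mix of these clusters was not separated from a change within cells. Fmod had the largest rise (log2 fold change 2.81) and Ppbp the largest fall (-4.17). In the Het libraries mixed cells held 80.0% and 75.0% of the Fmod UMIs and 90.3% and 92.0% of the Ppbp UMIs of this class. In general capillary-like cells, 1157 of 10554 genes passed (437 higher, 720 lower), with 759 without KO2. Mdk rose most (2.25) and Car4 fell most (-4.37). At Leiden resolution 2, where an aerocyte-like cluster was separate, 462 genes passed, 443 of them shared, and Car4 had a log2 fold change of -2.94. That cluster held 95 and 66 cells in Het1 and Het2, and 5, 3 and 7 in KO1, KO2 and KO3. In macrophage-like cells, 119 of 10200 genes passed (15 higher, 104 lower; 12.6% higher, or 23.1% with DESeq2). The count was 37 without KO2, 248 without KO1 and 200 without KO3. Spp1 rose most (2.88), with an edgeR adjusted p of 0.0488 that was 0.0645 without KO2, and Oasl1 fell most (-3.95). In monocyte-like cells, 23 of 9459 genes passed (2 higher, 21 lower; 8.70% higher, or 19.1% with DESeq2). The count was 384 without KO1 and 2 without KO2. The 2 higher genes were Bank1 (1.20) and Fbn2 (3.11, edgeR adjusted p 0.0233), the latter at a mean of 9.56 CPM in KO-labelled libraries and chosen after its values were seen. Fbn2 rested there on 3 and 3 UMIs in Het1 and Het2 and on 12, 32 and 25 in KO1, KO2 and KO3, a ratio of 9.17 with a 95% counting interval of 4.01 to 25.9. It rose by 0.0827 UMIs per cell and by 0.0288 per red-cell barcode, so free RNA is not excluded for a part of it. A monocyte-like cell held 0.0085 and 0.0091 Fbn2 UMIs in Het1 and Het2, below the 0.0126 and 0.0117 of a red-cell barcode. The size of the ratio is therefore uncertain. Camp fell most (-5.31), from 35 and 67 UMIs in Het1 and Het2 to 0, 1 and 2, a ratio of 0.0235 with an interval of 0.00476 to 0.0705. A monocyte-like cell held 0, 0.0028 and 0.0062 Camp UMIs in KO1, KO2 and KO3, and a red-cell barcode 0.0075, 0.0055 and 0.0098. The size of the Camp ratio is therefore uncertain too. Without KO2 the adjusted p-values of Bank1, Fbn2 and Camp were 0.139, 0.127 and 0.0560. Bank1 also lost its call without KO3 (0.0992). Camp is a marker of neutrophils. In neutrophil-like cells, 3 of 5393 genes passed, all lower, and 15 with DESeq2, 20% of them higher. Without KO2 the count was 0 (521 at an unadjusted p under 0.05), and without KO1 it was 59. Scgb1a1 fell by 1.87 there, and it lost its call without KO2 (0.119) and without KO3 (0.114). Scgb1a1 is a transcript of airway cells. A neutrophil-like cell held 0.687 and 0.481 of its UMIs in Het1 and Het2 and 0.184, 0.146 and 0.190 in KO1, KO2 and KO3, and a red-cell barcode 0.470 and 0.274, and 0.229, 0.102 and 0.140, so free RNA is not excluded as its source. The other 2 genes, chosen after their values were seen, were Srxn1 (-1.53) and Btg2 (-0.81), with adjusted p-values of 0.157 and 0.119 without KO2, and 0.190 and 0.173 without KO3. Spp1 (0.222), Bank1 (0.451), Fbn2 (0.361), Camp (0.314), Scgb1a1 (0.623), Srxn1 (0.623) and Btg2 (0.623) did not pass with the sex covariate. The calls separated the groups except for 1 gene in AT2-like and 4 in general capillary-like cells. Of the genes tested, 25.5% to 47.7% separated the groups in these 5 classes, against 20% by chance.

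A list of 12 transcripts that host microRNAs or trigger their decay, fixed before the data were examined, was tested gene by gene. In the whole library 5 passed when adjusted over the list alone and 3 over all genes. The counts were 6 and 5 in the epithelial, 2 and 1 in the endothelial, 3 and 0 in the mesenchymal, and 6 and 4 in the immune sums. Oip5os1 (ENSMUSG00000085438, chromosome 2, 119594297 to 119607502, plus strand, long noncoding RNA) was the 1 transcript that passed over the list alone in all 4 lineages. Its log2 fold change was -0.38 in the epithelial sums (SE 0.09, edgeR adjusted p 0.0418), -0.50 in the endothelial sums (SE 0.09, adjusted p 0.0153), -0.44 in the mesenchymal sums (SE 0.08, adjusted p 0.148) and -0.47 in the immune sums (SE 0.05, adjusted p 0.00231). In the epithelial sums the adjusted p over all genes was 0.0857 without KO2, 0.0879 without KO3 and 0.222 with mixed cells left out. In the whole library Oip5os1 had a log2 fold change of -0.42 (adjusted p 0.0219, or 0.0553 without KO3). Oip5os1 overlaps Oip5 on the other strand, and the use of strand in counting is not stated, so its level is uncertain to that extent. Oip5 itself stayed at or below 5.33 CPM in every library and lineage. H19 rose in the epithelial sums (1.97) and the immune sums (1.51), and passed over the list alone but not over all genes in the whole library (1.28, adjusted p 0.0551) and the endothelial sums (1.33, adjusted p 0.0725). Lrrc58 fell by 0.28 in the whole library, 0.38 in the epithelial, 0.31 in the mesenchymal and 0.39 in the immune sums. Without KO2 its calls over all genes were lost in the whole library (0.0817), the epithelial sums (0.0839) and the immune sums (0.0694). Without KO3 they were lost in the whole library (0.0833) and the epithelial sums (0.0814). Mest went down in the epithelial sums (-1.17), where mixed cells held 96.0% and 97.8% of its Het UMIs and leaving them out gave -0.42, and up in the mesenchymal sums (0.46, adjusted p 0.292). Nrep rose in the whole library (0.35, adjusted p 0.0440), a call lost without KO2 (0.0800) or KO3 (0.0872). Plagl1 in the whole library (0.73), Bcl2l11 in the epithelial sums (0.41), and Meg3 (0.56) and Rian (0.56) in the immune sums passed over the list alone only. With the mean red-cell barcode of its library taken from each immune cell, the log2 ratio of the mean CPM went from 1.59 to 1.39 for H19, from 0.63 to 0.26 for Meg3 and from 0.64 to 0.068 for Rian. Free RNA is thus not excluded as the source of the immune rises of Meg3 and Rian, nor of a part of that of H19. The genotype by lineage terms described next had an adjusted p of 0.00273 for Mest, 0.0365 for Lrrc58 and 0.0733 for H19. With the sex covariate H19 and Mest still passed over all genes in the epithelial sums, as did Oip5os1 in the immune sums.

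**Figure D1:**
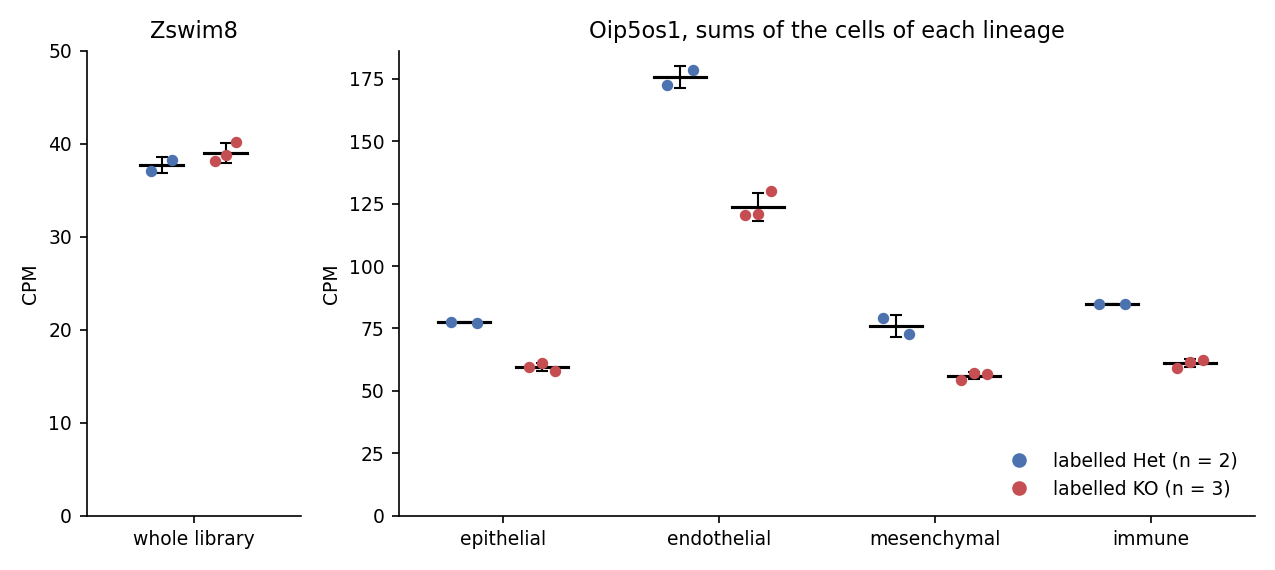
CPM of Zswim8 in all kept cells of each library and of Oip5os1 in the sums of each lineage, with 1 point per library, a line at the mean and a bar of 1 SD (n = 2 labelled Het, n = 3 labelled KO). Zswim8 lay between 37.1 and 40.2 CPM in all 5 libraries, and Oip5os1 was lower in every KO-labelled library than in both Het libraries in each lineage.

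Whether an effect differed between lineages was tested by the genotype by lineage terms over the 4 lineages, with the library as a block. Of 16604 genes, 1126 passed an edgeR adjusted p of 0.05 (3708 unadjusted). With the immune sums left out 596 genes passed, of which 551 were among the 1126. With mixed cells left out 1096 passed, of which 687 were among the 1126. The smallest p-values were those of Fbn2, Emp2 and Rcsd1, each with an edgeR adjusted p of 6.45e-06. Oip5os1 had an adjusted p of 0.911 in this test, so a difference of its fall between lineages was not detected.

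The share of kept cells in each lineage was compared next. The epithelial share was 18.0% ± 1.93 (SD, n = 2) in Het and 11.1% ± 0.42 (SD, n = 3) in KO-labelled libraries, a log2 fold change of -0.70 with an edgeR adjusted p of 0.0559. The exact permutation test, two-sided, gave p = 0.1, the smallest that 2 against 3 libraries allow. Barcodes with over 15% mitochondrial UMIs, which the filter removed, were more frequent in the KO-labelled libraries and rich in epithelial cells. When barcodes were assigned by lineage markers and these were counted too, the log2 ratio of the epithelial share went from -0.44 to -0.096. Without KO1 it went from -0.52 to -0.23, and without Het1 from -0.29 to 0.025. The mesenchymal share was 13.8% ± 1.47 in Het and 23.3% ± 5.40 in KO-labelled libraries (log2 fold change 0.76, edgeR adjusted p 0.103). Without KO1 both shares passed, each with an adjusted p of 0.0485. The immune share was 52.9% ± 3.69 and 48.1% ± 10.1, and the endothelial share 8.39% ± 1.29 and 8.74% ± 1.04, with differences within the spread between replicates. Of 6 lineage groups, 0 passed (2 at an unadjusted p under 0.05), and 3 passed with at least 1000 genes and at most 10% mitochondrial UMIs per cell.

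Of 37 cell classes and unnamed clusters, 9 differed in share (12 at an unadjusted p under 0.05). Without KO2 the count was 0 (11 unadjusted), and with the sex covariate it was 0 (8 unadjusted). Since genes that differed between the genotypes also shaped the clusters, cells were clustered again without the 2448 genes called in the whole library or a lineage. In that clustering 5 of 33 passed, each with an edgeR adjusted p of 0.0361. Lymphatic-like cells rose by 2.24 on the log2 scale, pericyte-like cells by 2.24 and macrophage-like cells by 1.06. Clusters led by Spp1, Wfdc17 and Car4 and by Inhba, Il1a and Spp1 had log2 fold changes of -3.24 and -2.55. In the first clustering macrophage-like cells made up 5.09% ± 0.21 (SD, n = 2) of Het and 10.6% ± 0.48 (SD, n = 3) of KO-labelled cells, and 99.1% of them kept this class in the second. The class holds only clusters named by its markers, so its share need not be that of all macrophages. Among unnamed immune clusters, that of Ear2, Lpl and Plet1 went from 15.7% to 10.7% (edgeR adjusted p 0.261). That of S100a4, Gpr171 and H2-DMa went from 1.61% to 2.68% (edgeR adjusted p 0.148). The shares of lymphatic-like cells in the first clustering were 0.169% ± 0.066 and 0.815% ± 0.239, from 97 cells in total. Those of pericyte-like cells in the first clustering were 0.319% ± 0.068 and 1.60% ± 0.77, from 184 cells. The pericyte-like class of the second clustering held 182 of these 184 cells and also took in 74 cells of a cluster led by Higd1b, Gucy1a1 and Itga1, 47 erythroid cells and 22 cells of a cluster led by Col2a1, Col9a1 and Col9a3. The first of these clusters differed in share as well, at 0.119% ± 0.076 and 0.643% ± 0.165 (log2 fold change 2.43, edgeR adjusted p 0.0405), from 74 cells. So did a cluster led by Scn7a, Cldn5 and Clec1a, at 1.27% ± 0.093 and 0.210% ± 0.191 (-2.53, adjusted p 0.0491), from 134 cells, of which 125 were AT2-like in the second clustering. The former carried 9 pericyte-like and 7 endothelial markers and the latter 10 AT1-like and 7 endothelial markers, at 3.01 and 2.48 times the median UMIs of their libraries, so droplets with cells of 2 lineages are not excluded for either. Alveolar fibroblast-like cells (0.96, adjusted p 0.0692) and B-like cells (-1.49, adjusted p 0.0665) passed in the first clustering and not in the second. The former class kept 349 of its 380 cells there and took in 330 cells of a cluster led by Mgp, Lox and Ogn, whose own change in the first clustering was 0.50, so its value in the second describes other cells. AT1-like cells (alveolar epithelial type 1 markers) had a log2 fold change of -0.75 with an adjusted p of 0.108. AT2-like cells (-0.38, 0.391) and secretory-like cells (-1.42, 0.108) did not pass either, though the latter did without KO1 (0.0231). Each call of the first clustering was lost without KO2, with an adjusted p of 0.0906 or more. The call of macrophage-like cells was also lost without KO3 (0.114), and that of B-like cells without KO1 (0.0513) or KO3 (0.0892).

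**Figure D2:**
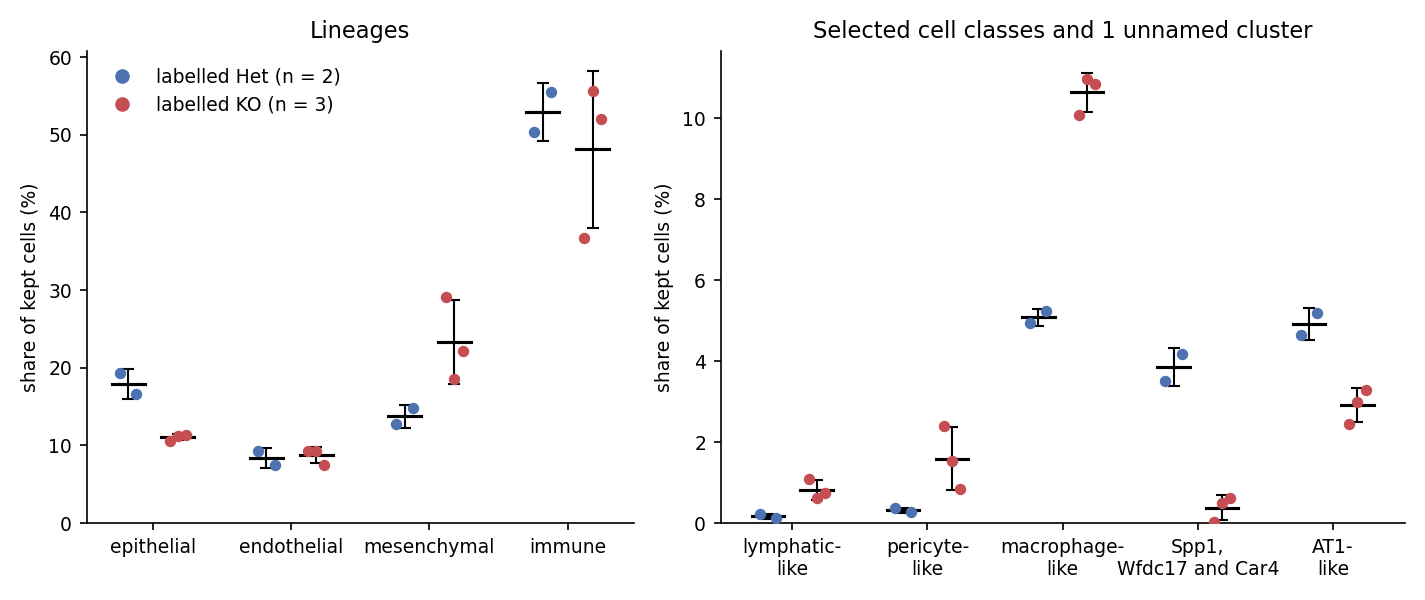
Share of kept cells (%) in the 4 lineages and in selected classes of the first clustering, with 1 point per library, a line at the mean and a bar of 1 SD (n = 2 labelled Het, n = 3 labelled KO). Macrophage-like cells, a class without the unnamed immune clusters, lay at 10.1% or more in the KO-labelled libraries and at 4.94% and 5.24% in the Het libraries.

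Lists of genes fixed beforehand were tested for a shift in each lineage with camera, which presets the correlation between genes. Of 28 tests (7 lists in 4 lineages), 15 passed an adjusted p of 0.05 (16 at an unadjusted p under 0.05). None of these calls held under fry (0 of 28, 5 at an unadjusted p under 0.05). The list of cell division genes at G2/M had a median log2 fold change of 0.95 in the epithelial sums, with 24 of 24 genes higher (limma camera adjusted p 4.50e-18). Its medians were 0.23 in the mesenchymal sums (camera 0.141) and -0.06 in the endothelial sums (camera 0.377), which did not pass, and 0.11 in the immune sums (camera 0.0420). The mesenchymal median was 0.0047 without KO2, 0.0030 without KO3, -0.056 without Het2 and 0.49 without Het1. Without KO1 it was 0.47 and passed (camera 4.99e-11), as it did at 0.43 with sex as a covariate (3.81e-05). Without KO3 the immune call was lost (0.859, median 0.013). The immune median was 0.0014 without Het1, 0.21 without Het2 and 0.17 without KO2. The G1/S list was higher in all 4 lineages, with medians of 0.49 in the epithelial, 0.24 in the endothelial, 0.20 in the mesenchymal and 0.36 in the immune sums, each past the camera threshold. Its endothelial call was lost without KO1 (0.0655) and KO2 (0.277, median 0.11), and the median was 0.40 without KO3. Its mesenchymal call was lost without KO3 (0.0745, median 0.095), and the median was 0.41 without Het1 and 0.031 without Het2. With the sex covariate its endothelial median was -0.16 (camera 0.337). That covariate also took the calls of the AT1 list (0.364), the AT2 list (0.632) and the dissociation stress list (0.137) in the epithelial sums and of the latter in the endothelial sums (0.130), and 11 of 28 tests passed with it. The AT1 list had a lower median in the sums of all 4 lineages, from -1.09 in the endothelial to -0.28 in the epithelial sums, each past the camera threshold. Without KO2 the epithelial call was lost (0.0815), and its median was -0.56 without Het1 and -0.13 without Het2. The endothelial median was -0.71 without Het1. The immune median was -0.22 without Het1 and -0.20 without KO2, and the mesenchymal median -0.17 without KO2. With mixed cells left out the AT1 medians were -0.67 in the endothelial (camera 0.0295), -0.14 in the mesenchymal (0.0412), -0.34 in the immune (0.00869) and -0.37 in the epithelial sums (0.000224). With the genes of this list summed, the log2 ratio of the mean CPM was -0.99 in the endothelial, -0.51 in the mesenchymal and -0.35 in the immune sums. It was -1.09, -0.54 and -0.44 with the mean red-cell barcode of its library taken from each cell. Mixed cells below the limit of 3 markers are not excluded in any lineage. The AT2 list was lower in the epithelial sums (-0.37, camera 0.0404), a call lost without KO2 (0.167, median -0.17), and its other 3 tests did not pass. The endothelial test of this list passed without KO1 (0.0133). The list of dissociation stress genes was lower in the epithelial (-0.18), endothelial (-0.24) and mesenchymal sums (-0.22) and higher in the immune sums (0.36), each past the camera threshold. Without KO2 the epithelial (0.254) and endothelial (0.342) calls were lost, and without KO3 the epithelial call (0.0590). Without Het2 the endothelial median was -0.10 and the mesenchymal median -0.14, and without KO1 the immune median was 0.21. With mixed cells left out the epithelial (0.208) and endothelial (0.0716) calls of this list were lost, as was the immune call of the G2/M list (0.201), whose endothelial (-0.23, camera 0.00329) and mesenchymal tests (0.23, camera 0.0384) then passed. The hypoxia list and the list of trigger or host transcripts passed in 0 of 8 tests, and none of these reached an unadjusted p under 0.05. Without KO2 the hypoxia list passed in the mesenchymal sums (0.15, camera 0.0143). Differences of the lists between lineages were not tested.

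Because ZSWIM8 acts in microRNA decay, genes with a 7-nucleotide seed site in the 3′ UTR were compared with genes without one. Sites of 4 families known to be sensitive to Zswim8 (miR-335-3p, miR-322/16, miR-503 and miR-7), of miR-29 and miR-30, and of 3 control families were tested in the whole library and the 4 lineages, 45 tests in all. By camera 0 tests passed (0 at an unadjusted p under 0.05), by fry 0 (12 unadjusted), and against up to 100 random 7-mers of the same base composition 0 (4 unadjusted). The p-value against random 7-mers has a floor set by their number, 41 to 100 per family. A test alone at that floor cannot pass when adjusted over 45 tests. The lack of calls by this test therefore does not argue against an effect. In 3 tests the difference in median log2 fold change lay beyond all random 7-mers. It was -0.037 for miR-322/16 in the endothelial sums (2872 of 11276 genes with a site, two-sided permutation p 0.0101), where the random 7-mers gave -0.029 to 0.010. It was -0.039 for miR-322/16 in the mesenchymal sums (3204 of 12897 genes, permutation p 0.0202), where they gave -0.036 to 0.005. For miR-7 in the immune sums it was -0.021 (1759 of 12723 genes, permutation p 0.0125), where they gave -0.019 to 0.004. Each of these had an adjusted p of 0.227. After adjustment for 3′ UTR length and GC content the differences were -0.028, -0.024 and -0.031. The place beyond all random 7-mers rested on single libraries. Without KO2 the difference of miR-322/16 was -0.027 in the endothelial sums (random 7-mers down to -0.029) and -0.035 in the mesenchymal sums (down to -0.036). Without KO1 that of miR-7 in the immune sums was -0.012 (down to -0.014).

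**Figure D3:**
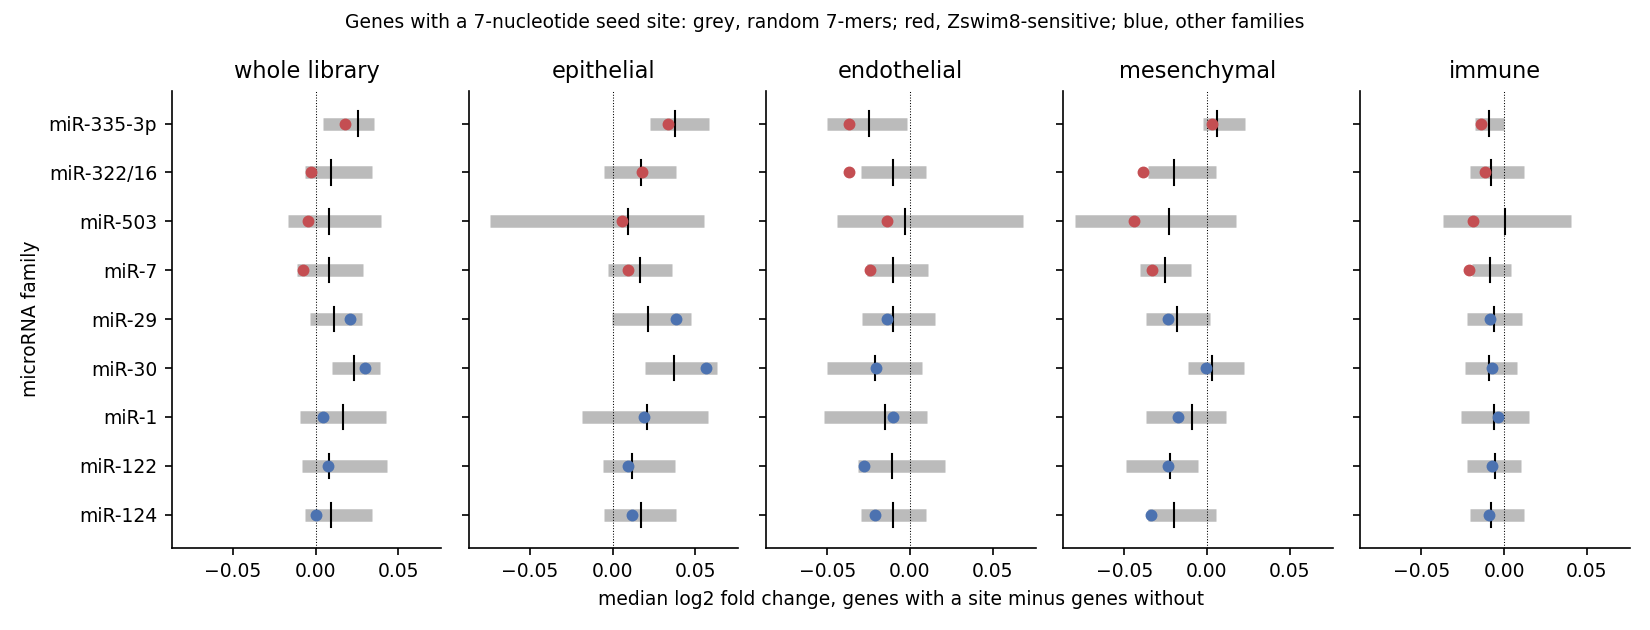
Median log2 fold change of genes with a seed site minus that of genes without one, for 9 microRNA families in the whole library and the 4 lineages. Grey bars span the random 7-mers, black ticks mark their median, red points are Zswim8-sensitive families and blue points the other families. The points of miR-322/16 in the endothelial and mesenchymal sums and of miR-7 in the immune sums, at -0.037, -0.039 and -0.021, lie below the grey bars.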

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

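The tests of free RNA and of sequencing depth, and the fit without mixed cells, were chosen after the results were seen. Directions rest on the labels, since the level of Zswim8 did not separate the groups, and the allele is not stated.

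The effect of genotype differed between the epithelial, endothelial, mesenchymal and immune sums for 1126 genes by the genotype by lineage terms. Fbn2, Emp2 and Rcsd1 had the smallest p-values, each with an edgeR adjusted p of 6.45e-06. Fbn2 had log2 fold changes of 1.97 in the epithelial, 0.60 in the endothelial, -0.20 in the mesenchymal and 1.5 in the immune sums. Emp2, which is also an aerocyte marker, had -0.53, -3.32, -0.24 and -0.54 in the same order, and Rcsd1 had -1.20, -1.22, 0.00 and 0.34. Droplets that hold cells of 2 lineages were weighed as the cause. With mixed cells left out 1096 genes passed, so such droplets were argued against as the cause of the count as a whole. Of the 1126 genes, 687 were among the 1096, so for the others they were not excluded. The adjusted p-values of Fbn2, Emp2 and Rcsd1 were then 1.69e-06, 1.49e-06 and 3.93e-06. A different mix of cell types within a lineage was not excluded. For the aerocyte markers it cannot be told apart from a change within cells: their median log2 fold change was -1.99 in the endothelial sums and -1.01 among general capillary-like cells once an aerocyte-like cluster was separate. The markers went apart there: Car4 (-2.94), Emp2 (-1.96) and Tbx2 (-1.78) were lower, while Ednrb (-0.17), Apln (-0.23) and Kdr (-0.047) did not pass. In the endothelial sums the log2 fold changes were -4.54, -3.32 and -2.996 for the former 3, and -0.57, -0.98 and -0.33 for the latter 3. A middle outcome for this test was added after its value was seen. The aerocyte-like cluster held 95 and 66 cells in Het1 and Het2, and 5, 3 and 7 in KO1, KO2 and KO3. A difference of genotype stays open, as a hypothesis.

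Barcodes with over 15% mitochondrial UMIs, outside the comparisons except for the whole-library fit on all barcodes, made up 26.4% ± 7.33 (SD, n = 3) of the barcodes of KO-labelled libraries and 17.0% ± 2.83 (SD, n = 2) of those of Het libraries. They were 34.8% in KO1, 22.8% in KO2 and 21.5% in KO3, against 19.04% and 15.04% in Het1 and Het2. These totals include red-cell barcodes, whose share also differed between libraries. Among barcodes with at least 500 genes the gap was smaller. There they were 23.2% in KO1, 20.4% in KO2 and 19.6% in KO3, against 18.6% and 14.8% in Het1 and Het2. Lower depth of the KO-labelled libraries cannot be told apart from other causes: thinning to the same depth gave a difference in means of 9.39 percentage points, against 9.34 before, but it leaves the expected share of mitochondrial UMIs unchanged, so it decides nothing. The median UMIs per kept cell were 11278 and 12676 in KO2 and KO3, above the 10444.5 of Het1, and 9703 in KO1. Removal of these barcodes may account for part of the lower epithelial share, since with them counted the log2 ratio was -0.096 in place of -0.439. Its size rests on single libraries: without KO1 it was -0.228 in place of -0.520, without Het2 -0.208 in place of -0.575, without KO2 -0.055 in place of -0.399, without KO3 -0.0145 in place of -0.401 and without Het1 0.0246 in place of -0.288. Cell damage during dissociation, which the labels' viabilities do not settle, and the genotype were not separated.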

How the results depend on the processing

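The sex covariate, mixed cells left out, called genes left out of the clustering and the 3′ UTR adjustment were chosen after seeing the data; the other alternatives were set before the data were examined. The cause was not tested for any change given here, except that leaving out a library or cells leaves less data. With the sex covariate the genotype term compares KO3 alone with the Het libraries, since KO1 and KO2 are the female embryos. The replicate block takes KO3 out of that term, since no Het library has its replicate number.

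For single genes, lists and seed families, 988 comparisons of 80 results gave 774 with the same direction and side of the threshold. In 138 the threshold was no longer passed, in 24 it was newly passed, 51 values without a test moved and 1 reversed. The last was the G1/S list in the endothelial sums, at -0.16 with the sex covariate. For counts and shares, 248 of 366 comparisons of 32 results were the same, 37 weaker, 14 stronger and 67 moved. Of 53 single genes followed and past the threshold, 52 still passed with DESeq2, 23 with the sex covariate, and 49, 35 and 36 without KO1, KO2 and KO3. With mixed cells left out 31 of 37 still passed.

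Across the fits that each left out 1 KO-labelled library, from 146 to 794 genes passed in the whole library, 423 to 1217 in the epithelial, 291 to 957 in the endothelial, 0 to 12 in the mesenchymal and 710 to 1396 in the immune sums. In the classes it was 1190 to 2639 in AT2-like, 759 to 1320 in general capillary-like, 37 to 248 in macrophage-like, 2 to 384 in monocyte-like and 0 to 59 in neutrophil-like cells. The counts of 0 had 1518 and 1110 (mesenchymal) and 521 genes (neutrophil-like) at an unadjusted p under 0.05. From 0 to 3 lineages and 0 to 9 classes passed in share. Log2 changes in share, all 5 libraries left out in turn, ran from -0.80 to -0.58 for epithelial and 0.57 to 0.90 for mesenchymal cells, 1.90 to 2.35 for alveolar fibroblast-like, 1.92 to 2.73 for lymphatic-like, 1.02 to 1.11 for macrophage-like, 1.88 to 2.61 for pericyte-like, -1.98 to -0.98 for B-like and -1.73 to -1.07 for secretory-like cells. They ran from -3.83 to -2.78 for the cluster of Spp1, Wfdc17 and Car4 and from -3.61 to -2.26 for that of Inhba, Il1a and Spp1, from 1.90 to 3.31 for that of Higd1b, Gucy1a1 and Itga1 and from -3.48 to -2.05 for that of Scn7a, Cldn5 and Clec1a. Without a Het library 1 Het library is left, so only values and no tests were made.

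DESeq2 gave 2111 genes in the whole library, 133 in the mesenchymal sums, 717 in general capillary-like, 47 in monocyte-like and 15 in neutrophil-like cells. With no low-count filter there were 2040 epithelial, 1461 endothelial and 237 mesenchymal genes. The mesenchymal count was 4 with at least 10 counts in every library, 8 with doublets kept, 2 with the strict cell filter and 41 with mixed cells left out, where the epithelial count was 157. With the sex covariate the counts were 0 in the whole library (2571 unadjusted), 131 endothelial, 0 mesenchymal (713), 336 immune, 404 AT2-like, 464 general capillary-like, 33 macrophage-like, 0 monocyte-like (499) and 0 neutrophil-like (300). Leiden resolution 2 gave 462 general capillary-like genes. The genotype by lineage count was 596 with the immune sums left out. By fry 0 list tests passed (5 unadjusted), and by camera 14 with mixed cells left out and 11 with the sex covariate, against 15.

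In shares, 1 lineage passed at Leiden resolution 0.5, at resolution 2 and with called genes left out of the clustering, 2 with erythroid and immune cells left out and 3 with the strict cell filter. The epithelial change was then -0.77, -0.77, -0.78, -0.76 and -0.73, past the threshold each time. The mesenchymal change passed at 0.65 without erythroid and immune cells and 0.79 with the strict filter, and the secretory-like change at -1.51 with the former. AT1-like cells passed with doublets kept (-1.02), the strict filter (-0.85) and resolution 2 (-1.07). With called genes left out 5 classes passed, and alveolar fibroblast-like (0.96) and B-like cells (-1.49) did not. Alveolar fibroblast-like (0.96) and pericyte-like cells (1.10) did not pass at resolution 2, nor B-like cells with the strict filter (-0.34), macrophage-like cells with TMM (0.95) or the cluster of Inhba, Il1a and Spp1 with doublets kept (-2.70). With the sex covariate 0 classes passed (8 unadjusted), with alveolar fibroblast-like cells at 1.96, lymphatic-like at 2.11, macrophage-like at 1.09, pericyte-like at 1.40, B-like at -1.30, and the clusters of Spp1, Wfdc17 and Car4 at -2.63, of Inhba, Il1a and Spp1 at -1.97, of Higd1b, Gucy1a1 and Itga1 at 1.96 and of Scn7a, Cldn5 and Clec1a at -1.62.

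A block for replicate number rests on a pairing that is not established: deviations from the group means correlated across 17721 genes at -0.113 for replicate 1 and -0.096 for replicate 2, and genes are not independent replicates. With the block the counts were 21 in the whole library, 1453 epithelial, 191 endothelial, 4 mesenchymal, 1762 general capillary-like, 359 macrophage-like, 8 monocyte-like and 24 neutrophil-like, 1 lineage and 0 classes (11 unadjusted) passed in share, and 36 of these 53 genes passed. The log2 changes in share were 2.16 for alveolar fibroblast-like, 2.30 for lymphatic-like, 1.05 for macrophage-like, 2.60 for pericyte-like, -1.64 for B-like cells, -4.09 for the cluster of Spp1, Wfdc17 and Car4, -3.70 for that of Inhba, Il1a and Spp1, 2.65 for that of Higd1b, Gucy1a1 and Itga1 and -3.54 for that of Scn7a, Cldn5 and Clec1a.

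Exact permutation tests cannot pass with 2 against 3 libraries, and clusters with no match in another clustering have no value there. The neutrophil-like sums held 716456 to 1528572 UMIs, and 5393 genes passed the filter on low counts there; genes below it were not compared.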

Other observations

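The tests on the sex of the embryos and of free RNA, the sums without mixed cells and the clustering without called genes were chosen after the results were seen.

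Sex is partly confounded with genotype, and with it as a covariate 0 genes passed in the whole library. A test on separate libraries was made: 200 autosomal genes were chosen between the female KO-labelled libraries and 1 Het library and measured between the male KO3 and the other Het library. The lower of the 2 medians was 0.666 on the log2 scale, above all of 10000 random lists (highest 0.0442), so sex as the whole cause of the difference is argued against. A part played by sex was not excluded. A shift in the shares of lineages was weighed too. With each lineage given the same share in every library, the median log2 change of the 680 genes was 0.482 against 0.597 before, 80.7% of it. Shifts in the shares of classes within a lineage were not evened out.

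The 5 libraries can be split into 2 and 3 in 10 ways. The real split gave the most genes in the whole library (1 of 10 splits as large, the next highest with 6 genes), the epithelial (1 of 10, 7 genes), the endothelial (1 of 10, 53 genes) and the immune sums (1 of 10, 8 genes). In the mesenchymal sums 3 of the 10 splits, the real one included, gave at least as many genes, the highest other with 6. That split set the male against the female embryos. The next highest splits of the whole library, the epithelial and the immune sums were the same one. Sex-linked genes were counted, so these other counts do not stand for a split unrelated to sex. A share under 0.1 is not possible with 10 splits, so a split by chance cannot be told apart from the genotype by this test.

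Endothelial transcripts were lower in the epithelial sums of KO-labelled libraries, with a median log2 fold change of -0.774 over 350 transcripts. It was -0.161 with mixed cells left out, so droplets that hold cells of 2 lineages may account for most of it, although leaving out cells by endothelial markers itself limits their endothelial content. Free RNA was argued against: with the mean red-cell barcode of its library taken from each cell, the median was -0.781.

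The higher share of macrophage-like cells stayed at 1.06 on the log2 scale with called genes left out of the clustering, so clustering on changed genes was argued against. For alveolar fibroblast-like cells, whose value went from 2.10 to 0.964, such clustering cannot be told apart from a change in their share. The class kept 349 of 380 cells but took in 330 cells of the cluster of Mgp, Lox and Ogn, with a change of 0.50, and Leiden resolution 2 with the called genes kept gave 0.96 as well. This outcome was added for the test after its value was seen.

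Oip5os1 was lower in all 4 lineages. Free RNA was argued against: with the mean red-cell barcode of its library taken from each cell, the lineages kept 93.2% or more of the fall in CPM. Reads shared with Oip5 were argued against as well, since Oip5 reached at most 5.33 CPM while Oip5os1 fell by 17.2 CPM or more. A change with the genotype stays open as a hypothesis.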
